# Single-cell RNA sequencing of adult mouse testes

**DOI:** 10.1038/sdata.2018.192

**Published:** 2018-09-11

**Authors:** Soeren Lukassen, Elisabeth Bosch, Arif B. Ekici, Andreas Winterpacht

**Keywords:** Spermatogenesis, Gene expression, Next-generation sequencing, Mouse

## Abstract

Spermatogenesis is an efficient and complex system of continuous cell differentiation. Previous studies investigating the transcriptomes of different cell populations in the testis relied either on sorting cells, cell depletion, or juvenile animals where not all stages of spermatogenesis have been completed. We present single-cell RNA sequencing (scRNA-Seq) data of 2,500 cells from the testes of two 8-week-old C57Bl/6J mice. Our dataset includes all spermatogenic stages from preleptotene to condensing spermatids as well as individual spermatogonia, Sertoli and Leydig cells. The data capture the full continuity of the meiotic and postmeiotic stages of spermatogenesis, and is thus ideally suited for marker discovery, network inference and similar analyses for which temporal ordering of differentiation processes can be exploited. Furthermore, it can serve as a reference for future studies involving single-cell RNA-Seq in mice where spermatogenesis is perturbed.

## Background & Summary

Spermatogenesis, the process in which mature sperm cells are derived from stem cells, has been the focus of extensive research for over a century. During the premeiotic stages, some A-type spermatogonia divide without differentiation to replenish the stem cell pool, while others start differentiating in a series of mitoses marked by incomplete cytokinesis^1^. Differentiated B-type spermatogonia then enter meiosis, a two-step division generating cells with a haploid (1n) genome from diploid (2n) cells. Meiosis I, also known as reduction division, is marked by a lengthy prophase during which homologous chromosomes align, recombination occurs and the X and Y chromosome are silenced^2^. After a relatively short meiosis II, the cells enter the round spermatid stage, during which cytoplasmic and nuclear remodelling is initiated. The round spermatids begin to elongate, forming elongated spermatids, which initiate the transcription of protamines. These proteins are then exchanged for histones, leading to a compaction and general silencing of the nucleus in the successive condensing/condensed spermatid stages^3^.

Previous studies investigating transcriptional dynamics during spermatogenesis predominantly used one of two methods. In many cases, cell populations were sorted according to the expression of protein markers, and sorted cells were subjected to bulk RNA-Seq. This approach is hampered by the availability of specific markers, and thus does not allow a high resolution with regard to the cell populations. Another technique utilizes the testes of juvenile mice at time points when later cell populations have not yet developed^4–6^. In this scenario, the testes are obtained at various postnatal stages and RNA is extracted from total tissue and sequenced^7–9^. While this approach is not based on markers, it leads to noisy data at later time-points. Furthermore, differences between the first and successive waves of spermatogenesis have been described, so it is not clear whether the data obtained in this case can be transferred to adult mice^10^.

To overcome these drawbacks, we decided to generate a scRNA-Seq dataset of testis tissue comprising over 2,500 cells from two eight-week-old C57Bl/6J littermates using the 10X Genomics Chromium platform (Fig. 1). As no selection through marker expression or developmental stage was performed, this dataset provides an unbiased atlas of meiotic and postmeiotic cell populations in the adult mouse testis. The cells can be ordered by pseudotime, allowing any method where temporal ordering is necessary or beneficial, such as stage marker identification or network inference, to be applied. Analyses based on this dataset investigating X and Y expression, pathway activity and transcript-protein-discrepancies have been published^11^. The dataset is thus suited for use by scientists interested in the role of single genes in the testis, as well as those wishing to use it as a reference to compare their transcriptomic data on spermatogenesis in various other mouse models to.

## Methods

These methods are an expanded version of the method section in our related work^11^.

### Animals used

Two eight-week-old wildtype C57Bl/6J mice (Charles River, Wilmington, MA) were used in this study. After sacrificing the mice, the testes were dissected, and single-cell suspensions were prepared as detailed below. As no experiments were performed on live animals, no prior approval was mandated by local law. The study was registered with the Friedrich-Alexander-University Erlangen-Nürnberg and the City of Erlangen (reference: TS-04/12).

### Preparation of cell suspensions

Tissues were prepared as previously described for flow cytometry analysis of testicular cells^12^. The testes were collected in ice cold PBS and the tunica albuginea was removed using forceps. 10 mg of tissue (approximately 1/10^th^ of total testis weight) was collected in Protein LoBind tubes (Eppendorf). The tissue was minced in 200 μl of cold digestion medium (1 mg/ml collagenase/dispase, 1 mg/ml hyaluronidase and 1 mg/ml DNaseI in DMEM/F12) using McPherson-Vannas scissors. 800 μl of digestion medium was added and the reaction was incubated for 20 min at 37 °C under slow rotation. Every 5 min the solution was pipetted up and down using wide bore tips. The cell suspension was then slowly filtered through a 40 μm cell strainer to obtain single cells and to minimize the number of somatic cells. The cells were pelleted by centrifugation (400 g, 10 min, 4 °C), the supernatant was discarded and the pellet was resuspended in 1 ml ice cold PBS. Cell numbers and viability were assessed by Trypan blue staining and counting in a Neubauer improved counting chamber.

### Single-cell library preparation and sequencing

Libraries were prepared using the Chromium controller (10X Genomics, Pleasanton, CA) in conjunction with the single-cell 3’ v2 kit. Briefly, the cell suspensions were diluted in nuclease-free water according to manufacturer instructions to achieve a targeted cell count of 1,000–2,000. cDNA synthesis, barcoding, and library preparation were then carried out according to the manufacturers’ instructions.

The libraries were sequenced on an Illumina HiSeq 2500 (Illumina, San Diego) with a read length of 26 bp for read 1 (cell barcode and unique molecule identifier (UMI)), 8 bp i7 index read (sample barcode), and 98 bp for read 2 (actual RNA read). Reads were first sequenced in the rapid run mode, allowing for fine-tuning of sample ratios in the following high-output run. Combining the data from both flow cells yielded approximately 200 M reads per mouse.

### Primary single-cell data analysis

The reads were demultiplexed by using cellranger (2.0.0, 10X Genomics) mkfastq in conjunction with bcl2fastq (2.17.1.14, Illumina).

As transposable elements (TEs) have been described to be differentially regulated during spermatogenesis, we decided to include these in our analysis. To this end, we obtained the fasta sequences of transposable elements in the mouse from RepBase 17.04 and generated a custom reference genome. In a first step, we downloaded a repeat-masked version of the GRCm38 genome from Ensembl release 89 and added the TEs as individual chromosomes. We then updated the annotation gtf file to include the position of the transposable elements. This strategy was necessary to avoid the exclusion of transposon-derived reads due to their multi-mapping nature.

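Repeat sequences made up 1182 rows of the deposited count matrix, of which 899 were transposable elements, and 510 repeat rows had at least 1 UMI. Transposable elements received 424874 UMIs, or 0.736% of all UMIs. A row for poly-A sequence, a simple repeat, received a further 378267 UMIs and was detected in all 2552 cells. To keep the repeats from deciding which cells were grouped, shares per cell class were taken from clusters built without repeat rows, which gave 2547 of 2552 cells the same name as the clusters used elsewhere. In early spermatocyte-like cells, transposable elements took 1.44% of the UMIs in mouse 1 and 1.49% in mouse 2. The share was 0.798% and 0.808% in pachytene or later spermatocyte-like cells, 0.659% and 0.686% in round spermatid-like cells and 0.257% and 0.289% in elongating or condensing spermatid-like cells. The differences between these classes exceeded the differences between the mice. The small classes, which rest on few cells, had higher shares. In mouse 1 and mouse 2 these were 2.81% and 5.45% in Sertoli-like and 2.80% and 2.15% in Leydig-like cells. Spermatogonium-like cells had 8.80% and 5.93%. Combined over both spermatocyte classes, the share was 0.859% in mouse 1 and 0.975% in mouse 2. BC1_Mm had the highest count of all transposable element rows, with 1292 ± 56.3 CPM (counts scaled to the same total per group; SD, n = 2) in spermatocyte-like cells and 47.4 ± 12.8 CPM in elongating or condensing spermatid-like cells. Its level was higher in the few spermatogonium-like and Sertoli-like cells, at 23605 and 1805 CPM. IAPLTR1a_I was highest in round spermatid-like cells among the 3 germ cell groups, with 372 ± 7.97 CPM against 126 ± 18.3 CPM in spermatocyte-like cells. B2_Mm2, L1MdTf_III and B1_Mus1 followed in total count, at 305, 254 and 197 CPM over all cells. The rows with the largest fold between germ cell groups also included IAPLTR3_I, LTRIS and RLTR4I. Among the 3 germ cell groups, all were highest in spermatocyte-like cells. RLTR4I had 31.7 CPM there, but 966 CPM in Leydig-like and 106 CPM in Sertoli-like cells.

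**Figure D1:**
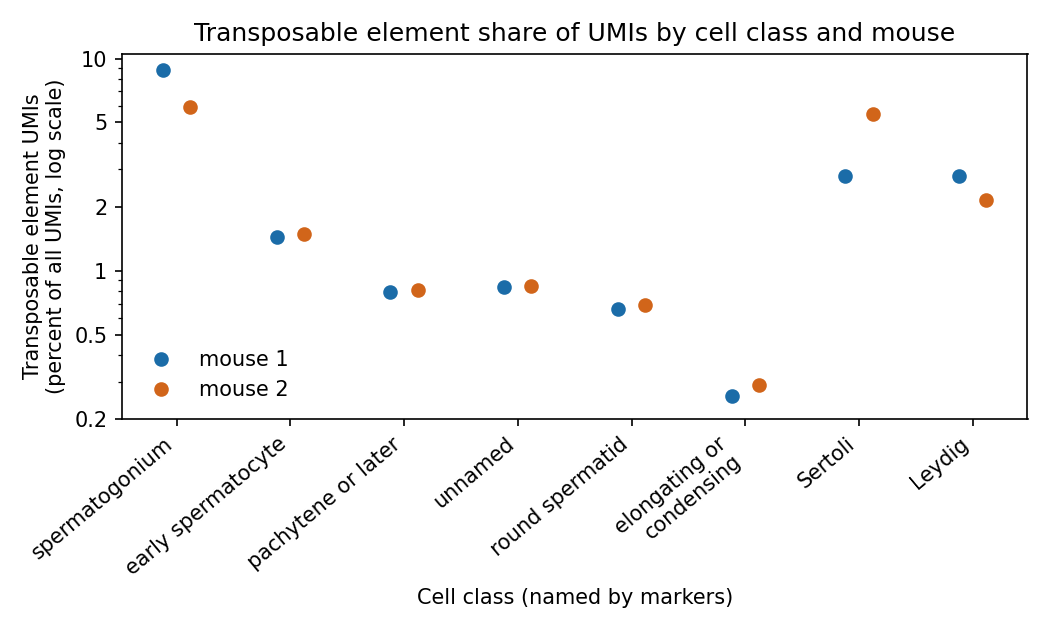
Share of UMIs on transposable element rows (percent, log scale) for each cell class, with 1 point per mouse. Among the classes of spermatocytes and spermatids, the share is highest in early spermatocyte-like cells, at 1.44% and 1.49%, and lowest in elongating or condensing spermatid-like cells, at 0.257% and 0.289%.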

The reads were then aligned to the reference genome, filtered, and counted using the cellranger count command. As two libraries were generated (from the rapid run as well as the high-output run), a .mro file combining both flow cells was written as detailed in the cellranger documentation. The data for the two mice was then combined through cellranger aggr. This step includes downsampling of reads to achieve the same mean number of reads per cell across all samples. This resulted in 8.7% of reads from mouse 2 being discarded, leading to an average of 148,104 reads per cell. Cellranger aggr was further used to generate an initial secondary analysis (t-distributed stochastic neighbor embedding (t-SNE), graphbased clustering, K-means clustering for K=2–10). 42 was used as random seed.

The t-SNE projection (standard settings; perplexity: 30, theta: 0.5, 1,000 iterations maximum, learning rate and momentum reduction at 250, 10 components from principal component analysis (PCA/IRLB) as input) arranged the cells in a continuous succession, indicating the possibility of a pseudotime analysis (see below).

For K-means clustering, the largest number of clusters that did not place a single cell as cluster (K=9) was chosen. 

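The K-means step was rebuilt on 10 principal components of the deposited UMI counts, scaled to the median count per cell and log-transformed, with 42 as random seed and the 22 stage markers of the marker test left out. The largest K without a cluster of a single cell was 9. Of 20 seeds, 16 gave 9 and 2 gave 10, and the lowest result was 8. With the 2000 most variable genes as input, the rule gave 10. The clusters held 689, 526, 511, 448, 196, 163, 7, 7 and 5 cells. Each cluster was compared with marker lists of 9 cell types fixed beforehand, and a name was kept where at least 3 markers of the class had 1.5 times the CPM of all cells. This named the clusters as pachytene or later spermatocyte-like (526 cells), elongating or condensing spermatid-like (511 and 196 cells), round spermatid-like (448), early spermatocyte-like (163), Sertoli-like (7), spermatogonium-like (7) and Leydig-like (5). The cluster of 196 cells scored 0.875 for elongating or condensing spermatids and 0.836 for round spermatids. The values of both spermatid classes therefore depend on a narrow choice for this cluster. Of the pachytene or later list, *Piwil1* (801 against 164 CPM), *Mybl1* (103 against 58.3) and *Hspa2* (1946 against 1516) were higher in the early spermatocyte-like cluster than in the pachytene or later one. The other markers of that list were lower in it. The early class may thus hold pachytene cells, and its values may not be those of earlier stages alone. The largest cluster, with 689 cells, stayed unnamed, since 1 of 14 markers of its best class passed this limit. Its score was 0.287 for pachytene or later spermatocytes and 0.142 for round spermatids, but the levels of single markers did not follow this order. Of the 26 markers of these 2 classes, 16 were nearer to their level in round spermatid-like cells and 10 to that in pachytene or later spermatocyte-like cells (distance in log2 CPM plus 10, a comparison made after the values had been seen). X-linked genes held 0.760% and 0.819% of its UMIs in mouse 1 and mouse 2, and Y-linked genes 0.0572% and 0.0658%. Pachytene or later spermatocyte-like cells had 0.146% and 0.139% for X and 0.00224% and 0.00236% for Y. Round spermatid-like cells had 1.31% and 1.34%, and 0.0771% and 0.0856%. These shares, also compared after they had been seen, argue against counting the whole cluster as spermatocytes. The unnamed cluster held 25.0% of the cells of mouse 1 and 28.9% of the cells of mouse 2. The limits on the number of markers and on the fold were chosen after the clusters had been seen.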

The cell type of the individual clusters was assigned through known markers, which confirmed the distinct identities of the clusters identified (see below).

### Quality control

Common quality control measures for single-cell RNA-Seq (gene count per cell, UMI count per cell, percent of mitochondrial transcripts) were calculated using the Seurat R package^13^ (version 2.2). The analyses were performed for the combined replicates and for each mouse individually. The corresponding code used is available online (see Code availability).

### Pseudotime analysis

Pseudotime analysis was performed using the R packages monocle^14–16^ (version 2.6.1) and scrat^17–19^ (version 1.0.0). For analysis with monocle, filtered gene/barcode matrices containing both replicates were loaded, using a lower detection limit of 0.5 and a minimum mean expression per gene of 0.1. 

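In the deposited matrix, 9891 of 51868 rows had a mean of at least 0.1 UMI per cell over both mice, and 11561 had UMIs in at least 5% of the cells. Both limits together kept 9886 rows, 9721 of them genes and 165 repeats. After scaling each cell to the same total count, 9327 rows remained.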

To further reduce the number of genes used, a threshold of 5% was introduced for the number of cells in which genes for downstream analysis were expressed. Genes passing this filtering step were subjected to differential expression calculation, with only the top 1,000 genes (by q-value) used for pseudotime calculation. The exact code used can be accessed below.

For pseudotime analysis using scrat, count processing and feature centralization were set to true, while cell cycle correction and sample normalization were turned off. Cell cycle correction was not deemed necessary, as only few cells (~20) were expected to be undergoing mitotic divisions. Pseudotime calculation itself was performed with 20 waypoints, 20 iterations, K=30, I=5, and an appropriate initiator sample (cell number 924) visually chosen from the t-SNE plot. 

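Column 924 of the deposited matrix, counted from 1, was a cell of mouse 1 with 7927 UMIs, of which 11.7% were mitochondrial. It had UMIs for 12 of 15 Sertoli markers and fell into the Sertoli-like cluster. Column 925, which would be the cell meant if the numbering starts at 0, was a pachytene or later spermatocyte-like cell of mouse 1 with 22461 UMIs. The alternative starting cell used here, column 979, was an early spermatocyte-like cell with 11996 UMIs.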

As with the script used for monocle, access is described below.

Correlation calculations were performed on the pseudotime ranks derived for each cell using both methods. 

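Pseudotime was recomputed with methods other than those of the paper, which were not used here: diffusion pseudotime as implemented in scanpy, and an ordering by shortest paths to 20 waypoints in 20 nearest-neighbour graphs, each keeping 5 of 30 neighbours. Both started from column 924. The ranks of the 2552 cells had a Spearman correlation of 0.913, for which cells give no replicate error. Without mouse 1, the coefficient over the cells of mouse 2 alone was 0.667, and over those of mouse 1 alone it was 0.896. Column 924 is a cell of mouse 1, so the orderings of mouse 2 alone started from an early spermatocyte-like cell of that mouse, and the value of 0.667 combines a change of mouse with a change of starting cell. Restricted to the 2533 spermatocytes and spermatids, with the unnamed cluster and without the spermatogonium-like cells, and started from column 979, the coefficient was 0.9504.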

As the correlation coefficient (Spearmans’ R) was determined to be 0.98, no method was clearly superior.

### Cell type assignment

Vast literature research identified 233 already published markers for spermatogenesis, identified through detection on either RNA or protein levels or both (Lukassen *et al.*, 2018, Supplementary data table 2^11^). Of these genes, 224 were annotated in the present dataset. In order to assign the different cell populations present in the testis to the clusters identified through K-means clustering, marker gene expression was plotted along the pseudotime axis and against the different clusters using the Seurat package. To include only genes with relevant expression levels in the dataset, genes expressed in at least 3 cells with a mean expression of 0.1 over all cells were included, resulting in 214 markers (Lukassen *et al*., 2018, Supplementary Figure S3^11^). Marker genes with cluster-specific expression were then used to define the corresponding cell type (Lukassen *et al.*, 2018, Fig. 1 and Supplementary data table 3^11^).

### Code availability

The R code used in the analysis of the single-cell RNA-Seq data is available on GitHub (https://github.com/slukassen/SCS_testis/). The repository includes a session info file with information on the package versions used (Data Citation 1).

## Data Records

The sequencing data from this study has been uploaded to GEO and SRA (Data Citation 2 and Data Citation 3). This includes three raw .fastq files for each mouse (*I1.fastq.gz: index read; *R1.fastq.gz: cell barcode and UMI; *R2.fastq.gz: RNA read). Furthermore, an expression matrix in matrix market exchange format (*.mtx) is included, with columns corresponding to cells and rows to genes. The identifiers for the columns and rows are included as separate files (barcodes.tsv and genes.tsv). These processed files correspond to the output produced by the cellranger pipeline and placed in “runfolder/outs/filtered_gene_barcode_matrices_mex/genome/”. In addition, a Supplementary table is supplied with this paper that contains information on each cell: Barcode, Replicate ID, t-SNE position, UMI count, gene count, mitochondrial transcript levels, Cluster ID from K-Means clustering (K=9), Cell Type, and pseudotime information calculated using monocle and scrat are included (Data Citation 1). A second Supplementary table lists expression information for each expressed gene in all cell populations (Data Citation 1).

## Technical Validation

To assess the quality of the cDNA synthesis and barcoding steps, especially with regard to DNA contamination, the mapping location of aligned reads was assessed. As expected, the majority of confidently aligned reads mapped to exonic regions, with little background in introns, intergenic regions, or antisense to exons (Fig. 2a). As non-exonic binding could be attributed to actual transcripts missing from the annotation as well as to DNA contamination this indicated successful cDNA generation and sequencing. The two biological replicates were virtually indistinguishable in terms of mapping, further supporting the quality of the data.

After normalization (downsampling of the more deeply sequenced replicate to achieve equal read-depth per cell), the cells of both animals were pooled *in silico* for downstream analyses. 

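Testes of 2 wild-type mice at 8 weeks of age were dissociated, and single cells were captured in droplets and sequenced, with 1 library per mouse. The authors deposited 1 matrix of UMI counts per gene and cell for both mice. The downsampling of reads and the calling of cells are already included, and the counts are not otherwise normalized. The matrix has 51868 rows, consisting of 50686 genes and 1182 repeat sequences, and 27280 genes had at least 1 UMI. The number ending each barcode was taken as the mouse, which gave 1237 cells for mouse 1 and 1315 for mouse 2. In total, 27450497 UMIs were counted in mouse 1 and 30302332 in mouse 2, and cells had between 7114 and 154431 UMIs. Both animals belong to 1 condition, so comparisons between them set 1 animal against 1 animal. Cells were not treated as replicates, and no p-values were computed across cells. Intervals given for shares are exact 95% binomial (Clopper-Pearson) intervals, and those for CPM are exact Poisson intervals. They cover counting error only.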

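For each cell, the 30 nearest neighbours were taken in the space of the first 10 principal components, without any alignment of the mice. On average, 55.6% of them came from the same mouse, against 50.03% expected from the cell numbers, an excess of 5.59 percentage points. The excess was present in all 6 clusters with at least 163 cells, from 2.91 to 6.64 percentage points. With 50 components, it was 36.2 percentage points. In UMIs summed per mouse, 69 genes were more than 2-fold higher in mouse 2 and 15 in mouse 1 among the 8909 genes with at least 100 UMIs in spermatocyte-like cells. Among 6975 genes in round spermatid-like cells, these numbers were 36 and 9, and among 5925 genes in elongating or condensing spermatid-like cells, 37 and 8. Early spermatocyte-like cells were 52 of the 359 spermatocyte-like cells of mouse 1 and 111 of the 330 of mouse 2. A gene confined to early cells would thus be higher in mouse 2 in this sum without a change in any cell. *Ybx1* rose from 737 CPM in mouse 1 to 2665 CPM in mouse 2 in spermatocyte-like cells and was also higher in mouse 2 in both spermatid groups. *Etnk1* was likewise higher in mouse 2 in all 3 groups, with log2 ratios from 0.44 to 2.15.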

In the t-SNE projection, no difference could be observed between the replicates, even though no alignment was performed to regress out between-sample heterogeneity. Furthermore, the numbers of spermatocytes, round spermatids, elongating spermatids, and condensed/condensing spermatids did not vary by more than 25%. 

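Spermatocyte-like cells, early and later classes combined, numbered 359 in mouse 1 and 330 in mouse 2, a difference of 8.79% of the smaller number. Elongating or condensing spermatid-like cells numbered 370 and 337, a difference of 9.79%. This value pools clusters that went opposite ways. The larger held 282 and 229 cells, 23.1% more in mouse 1, and the smaller 88 and 108, 22.7% more in mouse 2. Round spermatid-like cells numbered 189 and 259, a difference of 37.0% of the smaller or 27.0% of the larger number. As shares of the cells of each mouse, round spermatid-like cells made up 15.3% (13.3% to 17.4%) in mouse 1 and 19.7% (17.6% to 22.0%) in mouse 2. The unnamed cluster held 309 and 380 cells. Counted with the round spermatids, an assignment tried after the clusters had been seen, it gave 498 and 639 cells, a difference of 28.3% of the smaller or 22.1% of the larger number. Counted with the spermatocytes, it gave 668 and 710 cells, so that mouse 2 had more of them, by 6.29%. The shares of X-linked and Y-linked UMIs in the cluster argue against this count. Within the spermatocytes, early spermatocyte-like cells numbered 52 in mouse 1 and 111 in mouse 2, and pachytene or later ones 307 and 219. No test was possible with 1 animal on each side.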

Even clusters with less than 10 cells (spermatogonia, Sertoli cells, Leydig cells) were present in both replicates.

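Spermatogonium-like cells numbered 3 in mouse 1 and 4 in mouse 2, Sertoli-like cells 6 and 1, and Leydig-like cells 1 and 4. In the Sertoli-like cluster, 13 of 15 Sertoli markers had at least 1.5 times the CPM of all cells, in the Leydig-like cluster 9 of 9 Leydig markers, and in the spermatogonium-like cluster 10 of 12. Of these 10, *Zbtb16*, *Nanos3*, *Ccnd2* and *Sall4* rest on 1 UMI each and the other 6 on more. The Sertoli-like cell of mouse 2 had 12223 UMIs and the Leydig-like cell of mouse 1 had 9991. With K = 10 and with the 2000 most variable genes, the Sertoli-like cells fell into 2 clusters, 1 of which, with 1 and 4 cells respectively, held no cell of mouse 2. Both of their clusters combined held cells of both mice, as did the other 2 populations. Graph-based (Leiden) clustering returned none of them as a separate cluster.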

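A list of 22 stage markers, left out of the clustering and of the naming of clusters, was tested on UMIs summed per mouse and germ cell group, with edgeR's quasi-likelihood test of the expected group against the mean of the other groups. Of these markers, 18 were higher in the expected group at an adjusted p under 0.05 over the 13968 genes tested, and 18 also when adjusted over the list alone. All 7 markers of round spermatids and all 7 of elongating or condensing spermatids were among them. *Cabs1* had a log2 fold change of 5.27 in elongating or condensing spermatid-like cells (adjusted p = 5.6e-14, edgeR) and *Sun5* one of 3.70 in round spermatid-like cells (adjusted p = 2.4e-11, edgeR). For spermatocytes, 4 of 8 markers passed. Of all 13968 genes tested, 6092 were called higher in spermatocyte-like cells, so 4 of 8 is close to the rate among all genes. In round spermatid-like cells 4869 were called higher, and in elongating or condensing spermatid-like cells 5364. *Sycp2* had a log2 fold change of 2.87 (adjusted p = 5.1e-11, edgeR), whereas *Syce2*, *Syce3*, *Msh4* and *Tex11* were lower in spermatocyte-like cells, with log2 fold changes of -3.29, -1.61, -2.40 and -3.03. *Syce2*, *Syce3* and *Msh4* had their highest CPM in elongating or condensing spermatid-like cells in both mice, and *Tex11* in round spermatid-like cells. *Tex11* was scarce in every group, at 0.306 and 0.210 CPM in spermatocyte-like and 2.11 and 2.99 CPM in round spermatid-like cells, so its fold rests on few UMIs. In both mice, 15 of the 22 markers had their highest CPM in the expected group. *Zpbp2* and *Dpy19l2*, listed for round spermatids, were highest in spermatocyte-like cells in both mice.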

The expression of published stage markers was in agreement with both the cell type inferred here and the timing of differentiation. This was both true at the individual marker levels and the general expression patterns observed in previous studies employing cell sorting and bulk RNA-Seq. In some cases (*Kit* and *Pou5f1*) where a difference was observed between published protein expression data and the transcription profile observed in this study, this could be attributed to previously described non-coding isoforms^20,21^.

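*Kit* (ENSMUSG00000005672) lies on chromosome 5 of GRCm38 from 75574916 to 75656722. In spermatogonium-like cells it had 9 UMIs, or 120 CPM (55.1 to 229), found in 4 of 7 cells. No UMI was found in 163 early spermatocyte-like cells, which allows up to 0.856 CPM. In round spermatid-like cells *Kit* was present at 10.9 CPM (9.00 to 13.1), with 113 UMIs in 94 of 448 cells, or 21.0%. Pachytene or later spermatocyte-like cells, with a median of 20843 UMIs per cell against 21880 in round spermatid-like cells, had a *Kit* UMI in 0.951% of cells. Elongating or condensing spermatid-like cells had 1.29 CPM. Outside the germ cells, Leydig-like cells had 4 *Kit* UMIs, or 78.9 CPM (21.5 to 202), in 2 of 5 cells. *Pou5f1* (ENSMUSG00000024406) lies on chromosome 17 from 35506018 to 35510772. It had 11.2 CPM (9.36 to 13.3) in elongating or condensing spermatid-like cells, with 130 UMIs in 66 of 707 cells, and 122 of these UMIs fell in the cluster of 196 cells. That cluster scored nearly as high for round spermatids (0.836) as for its own class (0.875). Round spermatid-like cells had 1.35 CPM, and 4 UMIs were found in early spermatocyte-like cells. The 7 spermatogonium-like cells had no *Pou5f1* UMI, which allows up to 40.1 CPM. The counts are per gene, so isoforms were not analysed here. The paper proposes non-coding isoforms as the reason for the difference from published protein data.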

As different cell populations in the testis have a highly variable RNA content, with the highest levels observed in pachytene spermatocytes, an enrichment of both the gene count and UMI count was expected in this population^22^. This was indeed observed in the data (Fig. 2b and c). 

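Pachytene or later spermatocyte-like cells had a mean of 33960 UMIs in mouse 1 and 34036 in mouse 2, against 18382 and 20931 in the other spermatocytes and spermatids, the unnamed cluster included, a ratio of 1.74 ± 0.156 (SD, n = 2 mice). Medians gave a smaller ratio of 1.15, and 26.1% of these cells in mouse 1 and 20.1% in mouse 2 had more than 50000 UMIs. By the median, the smaller cluster of elongating or condensing spermatid-like cells was higher, at 24004 and 23510 UMIs against 19866 and 22017. Round spermatid-like cells had medians of 22451 and 21629 UMIs, higher in mouse 1 but not in mouse 2. The mean gene count of pachytene or later spermatocyte-like cells was 5173 and 5240, a ratio of 1.26 ± 0.0573 (SD, n = 2). After thinning every cell to 5000 UMIs, the ratio of gene counts was 1.08 ± 0.0338. It rests on the elongating or condensing spermatid-like cells, which had 1649 and 1680 genes. The pachytene or later spermatocyte-like cells, with 2291 and 2280, were below the early spermatocyte-like (2365 and 2352), round spermatid-like (2339 and 2343) and unnamed cells (2367 and 2391) in both mice. Along the waypoint ordering of these spermatocytes and spermatids, divided into 20 bins, the mean UMI count was highest in bin 3 in both mice, at 49684 and 59323 UMIs, and all cells of this bin were pachytene or later spermatocyte-like. The median was also highest there, at 60426 and 64801 UMIs, or 3.25 and 3.35 times the median of the bins. In bin 5, where nearly all cells were of the same class, it was 16424.5 and 18061. The low median of this class thus pools bins of very different UMI counts. After thinning, the gene count was highest in bin 11 in mouse 1 and in bin 9 in mouse 2, at 2389 and 2403 genes, where most cells belonged to the unnamed cluster. It exceeded the median of the bins 1.03-fold and 1.05-fold. The thinned gene count was lowest in bin 16 in mouse 1 and bin 15 in mouse 2, at 1520 and 1621 genes. In bin 20 it was 2122 and 2120. Of the elongating or condensing clusters, the larger had 1513 and 1490 genes and the smaller 2084 and 2082. The smaller cluster scored nearly as high for round spermatids, so the order of the last bins may not follow development. From the enrichment of gene and UMI counts, the paper states that the expectation from the RNA content of pachytene spermatocytes was met.

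**Figure D2:**
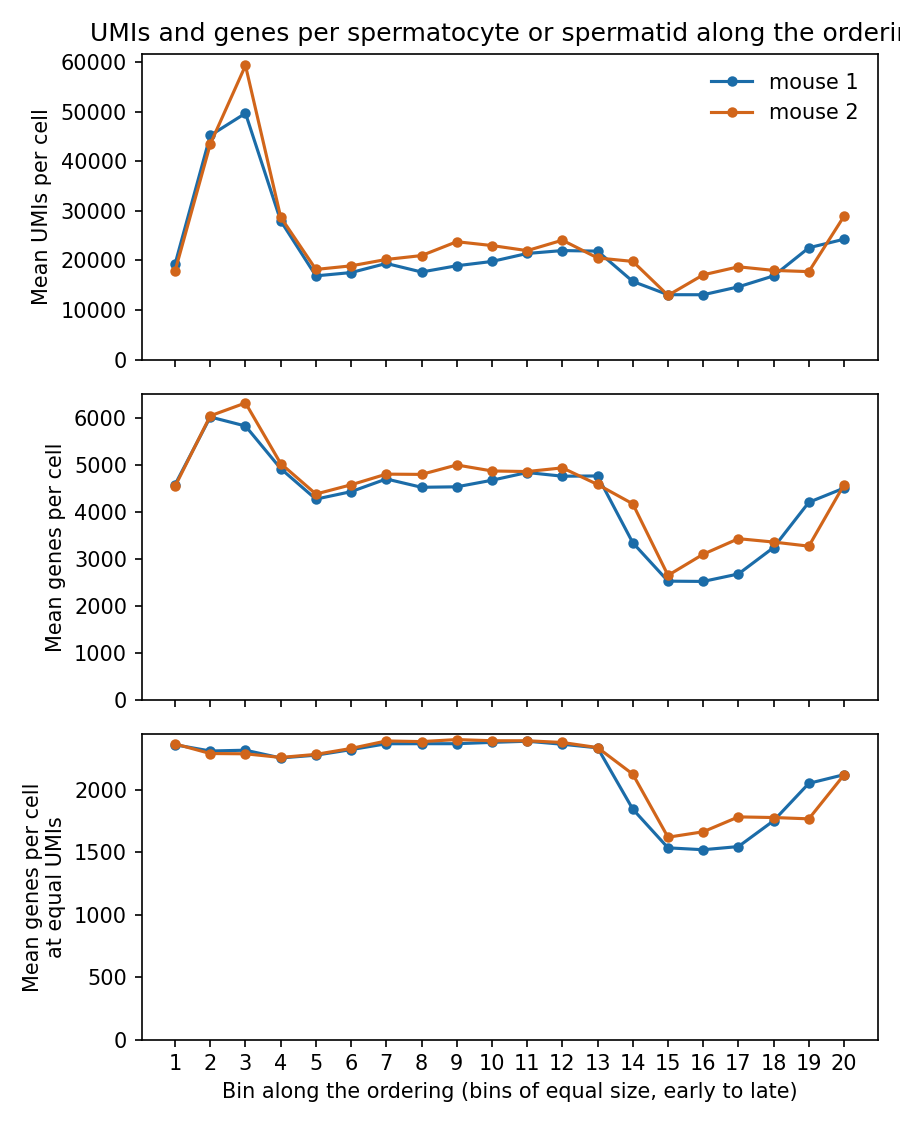
Mean UMIs per cell, mean genes per cell and mean genes per cell after thinning to 5000 UMIs, in 20 bins of spermatocytes and spermatids (unnamed cluster included) along the waypoint ordering, with 1 line per mouse. UMIs per cell are highest in bin 3 in both mice, at 49684 and 59323. The order of the last bins may not follow development.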

Previous bulk RNA-sequencing data of testicular cell populations indicates a higher number of expressed genes (e.g. Soumillon *et al.*: roughly 14,000 genes with an expression >1 FPKM)^22^. Their data shows many of these genes to be very weakly expressed, with a mean of less than 0.2 FPKM^22^. At 150,000 reads per cell, a 1 kb transcript would have to be expressed at 4.7 FPKM to be detected in more than half of all cases. 

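The level at which a gene was found in 50% of the cells was read from the UMI counts, which carry no correction for transcript length. The 818 genes found in 45% to 55% of all cells had a median of 48.2 CPM, where a Poisson count at the mean depth would need 30.6 CPM. In pachytene or later spermatocyte-like cells, the median of the corresponding 743 genes was 26.2 CPM. Of the 27280 genes detected, 3372, or 12.4%, were found in more than 50% of the cells.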

As this would put the detectable transcripts in the range of the 75^th^ to 80^th^ percentile of published data, the distribution of gene count agrees with our expectations. Previously published data on the RNA content of different cells in the mouse testis report a roughly 6fold difference for RNA-rich and RNA-poor populations^22^. 

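The window of UMI counts with a 6-fold range that held most cells extended from 7188 to 43101 UMIs and held 2342 of 2552 cells, or 91.8% (90.6% to 92.8%). A window centred on the median held 91.2%. Taken separately, mouse 1 had 92.1% and mouse 2 had 92.0% of cells in its best window. The largest UMI count was 21.7 times the smallest.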

More than 80% of the cells assayed here fall within this range of variability. The percentage of mitochondrial transcripts is a frequently used indicator of apoptotic cell populations. In our data, only nine cells surpassed the commonly used threshold of 5% mitotic transcripts. As these cells were found in the population identified as Sertoli cells, which provide nutritional support to the surrounding germ cells^23^, the increased mitochondrial content may be due to an increased metabolism rather than apoptosis (Fig. 2d). 

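By the percentage of UMIs on mitochondrial genes, 4 cells of mouse 1 (0.323%, 0.0882% to 0.826%) and 5 of mouse 2 (0.380%, 0.124% to 0.885%) were above 5%. Of these 9 cells, 4 were Sertoli-like, 1 was Leydig-like and 4, all from mouse 2, were early spermatocyte-like. The Sertoli-like cells ranged from 5.06% to 11.7% and the early spermatocyte-like cells from 5.59% to 14.2%. The Sertoli-like cluster of 7 cells thus held 4 cells above the threshold. In the 9 cells, *Amhr2* and *Clu* were 394-fold and 280-fold higher than in all other cells, and each had UMIs in 5 of them. For the population it calls Sertoli cells, the paper proposes a higher metabolism rather than apoptosis.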

The distribution of gene counts, UMI counts, and mitochondrial transcript levels was indistinguishable between both biological replicates (Fig. 2e–g). While a two-sample, independent, unequal-variance t-test on the gene count in both replicates did yield a p-value of 0.0012, the difference in means was 172 (68–277 95% confidence interval), or about 4% of the mean. This indicates that a detectable difference was present, as would be expected for biological replicates and large numbers of cells, but the overall effect strength was negligible. Both the comparison of the UMI count and the percentage of mitochondrial transcripts yielded a p-value that was larger than 0.1 (0.19 and 0.55, respectively). 

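The mean number of genes per cell was 4273 in mouse 1 and 4445 in mouse 2, a difference of 172 genes or 3.95% of the mean over all cells. This equals 0.128 SD of the gene count between cells. The medians, 4405 and 4580, differed by 175. After thinning every cell to 5000 UMIs, the means were 2130 and 2177, and the difference was 46.2 genes. With 1 animal on each side, mouse 1 cannot be tested against mouse 2, so no p-value was computed.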

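Cells of mouse 1 had a mean of 22191 and a median of 17871 UMIs, and those of mouse 2 a mean of 23044 and a median of 19184. The means differed by 852 UMIs, or 3.77%, and the medians by 1313, or 7.07%. The mean percentage of mitochondrial UMIs was 0.228% in mouse 1 and 0.212% in mouse 2, with medians of 0.0984% and 0.0797%.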

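The cells above 5% mitochondrial UMIs had a median of 9792 UMIs in mouse 1 and 7474 in mouse 2, against 17877 and 19195 in the remaining cells. None of the 9 had more than 12340 UMIs. At a limit of 1%, the 64 cells of mouse 1 above it had a median of 10743 UMIs and the 45 cells of mouse 2 had 11490.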

Cells with high levels of mitochondrial transcripts tended to have a lower total UMI count, which could point toward some apoptotic cells being present in the dataset (Fig. 2h). 

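Over all cells, the Spearman coefficient between UMI count and percentage of mitochondrial UMIs was 0.0270 in mouse 1 and 0.0844 in mouse 2. Pearson's coefficients were negative, at -0.0885 and -0.0701. Within spermatocyte-like cells, Spearman's coefficient was -0.445 and -0.223, within round spermatid-like cells -0.360 and -0.156, and within elongating or condensing spermatid-like cells -0.263 and -0.252.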

The absolute values for the correlation coefficients were below 0.1 for both mice (0.027 and 0.084). 

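Over all cells, the rank correlation between UMI count and gene count was 0.905 in mouse 1 and 0.915 in mouse 2, and Pearson's coefficient was 0.823 and 0.806. Within spermatocyte-like cells the rank correlation was 0.988 and 0.986, and within elongating or condensing spermatid-like cells 0.856 and 0.843.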

As expected, there was a positive correlation between the UMI count and the number of detected genes (Spearman’s ρ of 0.90 and 0.92 for mouse 1 and 2, respectively, p<2.2E-16 for Spearman’s test with asymptotic t-approximation), which flattened toward high UMI counts (Fig. 2i). Again, these correlations did not differ between both mice.

## Usage Notes

The raw data in .fastq format (Data Citation 3) can be used as input for the cellranger pipeline or similar tools. The gene-barcode matrices supplied can be placed in a folder that is passed to the Read10X function of the Seurat R package. The count matrix can then be analysed by a variety of tools, such as monocle, Scrat, Seurat, or SCENIC. Examples for some basic analysis scripts used for generating the data presented here are available online (see the Code availability section).

As the RNA content of individual cell populations in the mouse testis varies greatly^22^, it is important to select an appropriate normalization strategy. When comparing the data to bulk RNA-Seq from sorted cells, normalization to the UMI count per cell should be performed, while this will lead to incorrect results in comparisons with techniques such as *in-situ* hybridization.

## Additional information

**How to cite this article**: Lukassen, S. *et al*. Single-cell RNA sequencing of adult mouse testes. *Sci. Data* 5:180192 doi: 10.1038/sdata.2018.192 (2018).

**Publisher’s note**: Springer Nature remains neutral with regard to jurisdictional claims in published maps and institutional affiliations.

## Supplementary Material

## Figures and Tables

**Figure 1:**
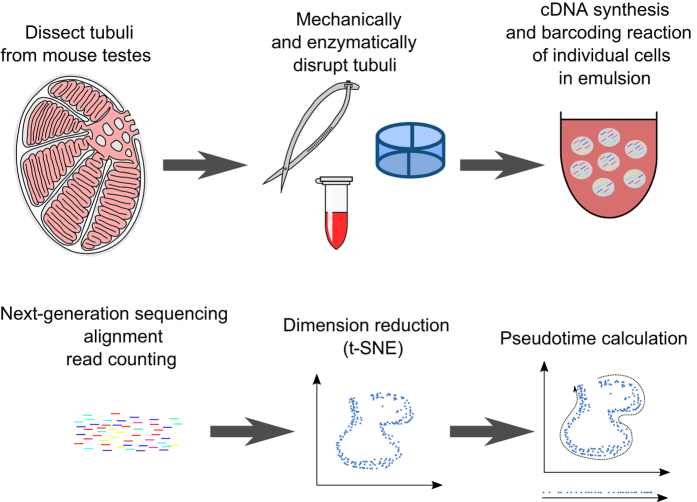
Schematic representation of the workflow used in this study.

**Figure 2:**
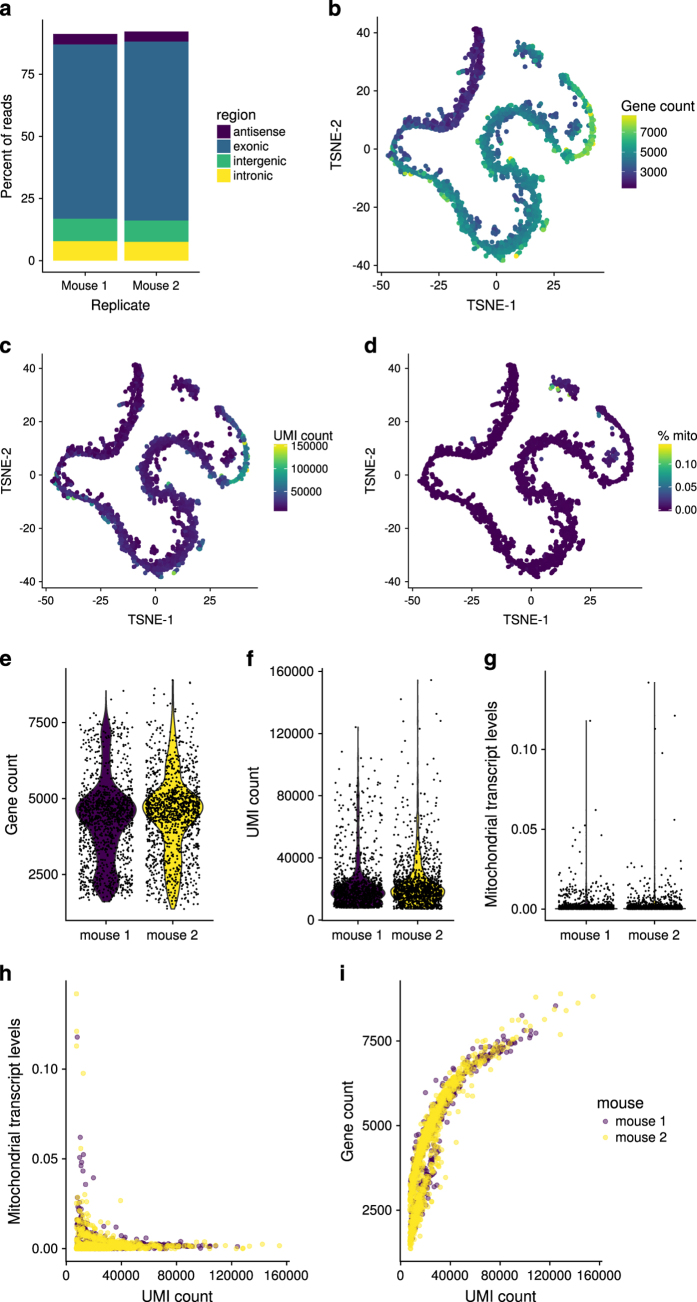
Quality control plots for single-cell RNA-Seq. (**a**) Mapping positions of confidently mapped reads in the two replicates. (**b**) The gene count mapped onto the t-SNE projection. (**c**) The UMI count mapped onto the t-SNE projection. (**d**) The proportion of mitochondrial genes mapped onto the t-SNE projection. (**e**) Violin plot showing the distribution of gene counts, split by replicates (mouse 1: purple, mouse 2: yellow). (**f**) Violin plot showing the distribution of UMI counts, split by replicates. (**g**) Violin plot showing the distribution of mitochondrial transcript levels, split by replicates. (**h**) Scatterplot showing the correlation of mitochondrial transcript levels and UMI count. (**i**) Scatterplot showing the correlation of gene count and UMI count.

How the deposited data were processed for this re-analysis (not part of the article)

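Single-cell RNA of testes from 2 wild-type mice at 8 weeks of age was measured in 1 droplet library per mouse. The authors demultiplexed and counted the reads with cellranger against a repeat-masked GRCm38 genome with the Ensembl release 89 annotation, to which RepBase sequences had been added, combined both mice with downsampling of reads, and kept the barcodes called as cells. The matrix holds whole UMI counts per gene and cell, without normalization of the counts. It was read as given, and all 2552 cells and 51868 rows were kept. No barcode was shared between the mice after removal of the ending number. Reads, alignments and the authors' table of cell types per cell were not used here.

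The depth was 27450497 UMIs over 1237 cells in mouse 1 and 30302332 UMIs over 1315 cells in mouse 2, with medians of 17871 and 19184 UMIs per cell. Shares of cells carry exact 95% binomial intervals and CPM carry exact Poisson intervals. Where no UMI was found, the limit given is 3 counts of the total. The mitochondrial percentage is the share of UMIs on genes whose symbol starts with mt-. Thinning drew 5000 UMIs per cell without replacement, with 42 as random seed. Gene positions came from the GENCODE annotation of GRCm38, in which 50376 of 50686 genes matched by identifier.

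Calculations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, scanpy 1.11.5 and leidenalg 0.10.2, and R 4.3.3 with edgeR 4.0.16 and DESeq2 1.42.0. Figures were drawn with matplotlib 3.10.9. Counts were scaled to the median UMI count, transformed as the log2 of 1 plus the value, and each row with a UMI was centred and scaled. K-means with K = 9 and 10 restarts was run on 10 principal components of 27768 rows. Each cluster received the class with the highest mean standardised marker expression. The marker lists, the class scores, the tests, the rules for naming genes and most alternatives were fixed before the data were examined. The further condition that at least 3 markers have 1.5 times the CPM of all cells was set after the clusters had been seen. It left 1 cluster of 689 cells without a name. Counting this cluster as spermatocytes or as round spermatids, and leaving repeat rows out of the clustering, are alternatives added at that point. No immune or peritubular or endothelial cluster was found. Doublets were called with scanpy's scrublet in 25 cells and kept, except in the alternative without them.

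For the marker test, UMIs were summed per mouse over 3 broad germ cell groups, giving 6 sums. The test was edgeR's quasi-likelihood test after TMM scaling and filtering with filterByExpr, with Benjamini-Hochberg adjustment over all genes tested. All 3 groups share 1 estimate of the spread, since each has 2 mice. The procedure was tested on simulated data for the round spermatid comparison, in which 200 of 12929 genes were changed 4-fold. edgeR recovered 175 of them with 10 false calls, and DESeq2 recovered 155 with 3. The other simulated genes had equal means in all groups, and the sums were drawn independently. In the measured data, 4869 genes were called higher and 3650 lower in round spermatid-like cells. The simulation therefore does not give the error rate of the calls on the measured data. An earlier version of the simulation did not apply the changes and was corrected; the calls on the measured data were the same before and after. Sums with the same number come from 1 animal. Across 13968 genes, the deviations of log CPM from the group mean had correlations of 0.163, 0.125 and 0.156 between groups of the same mouse, so a block for the mouse was fitted as an alternative.

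Named repeats are the 5 transposable element rows with the highest CPM and the 5 with the largest fold between germ cell groups in the same direction in both mice, with at least 500 UMIs. Genes named for a difference between the mice are the 5 with the largest CPM ratio in the same direction in at least 2 groups with at least 100 UMIs each. Genes named for the cells above 5% mitochondrial UMIs are those with the largest fold among genes with at least 50 UMIs in them. The list of genes more than 2-fold different between the mice in at least 2 groups was made after these values had been seen. The comparison of haemoglobin UMIs without the highest cells was also made after these values had been seen, with an exact binomial interval conditional on their sum. Diffusion pseudotime and a waypoint ordering replaced the pseudotime tools of the paper. The bins of the ordering, the ratios for pachytene or later spermatocyte-like cells and the pseudotime restricted to germ cells use spermatocytes, spermatids and the unnamed cluster, without the 7 spermatogonium-like cells.

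Alternatives were a filter on genes in at least 3 cells and cells with at least 200 genes, leaving out transposable elements, leaving out doublets, medians in place of means, thinning, Pearson's coefficient, correlations within germ cell groups, K = 10, other seeds, the 2000 most variable genes, all genes including the listed markers, Leiden clustering (resolution 1, 15 neighbours), shares in place of numbers, other numbers of neighbours and components, another starting cell, DESeq2, no gene filter and each mouse alone. A value with a spread between the mice was counted as the same when it moved by less than 1 SD. Counts, and differences between the mice, which have no spread, were counted as the same within a factor of 1.5. A correlation over both mice without a spread was counted as moved by any change. The t-tests of the paper, which compare cells, were not recomputed.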

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

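All tests of explanations in this part were chosen after the values had been seen, and ERVB4_1B-I in the cell classes was examined because it led both the Sertoli-like cluster and the cells above 5% mitochondrial UMIs. The design holds 1 condition, so no biological explanation was tested for any of these signals. They were singled out because the paper added repeat sequences to the reference and reports no values for them in its text. The paper's supplementary table of expression was not used here.

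Transposable element rows held 0.736% of all UMIs. Their share of UMIs was 1.47% ± 0.0338 (SD, n = 2 mice) in early spermatocyte-like cells and 7.37% ± 2.03 (SD, n = 2) in the 6 spermatogonium-like cells of the clusters built without repeat rows, and it was 0.273% ± 0.0226 in elongating or condensing spermatid-like cells. Free RNA adds a similar number of UMIs to every droplet and so takes a larger share in cells with fewer UMIs. Early spermatocyte-like cells had more UMIs per cell (means of 20811 and 21817) than elongating or condensing spermatid-like cells (15308 and 17626), so free RNA alone would give them no higher share. The share in early spermatocyte-like cells was 5.61 times that of elongating or condensing spermatid-like cells in mouse 1 and 5.16 times in mouse 2, which argues against free RNA as the whole source. Clusters formed by the repeat rows themselves are also argued against: with repeat rows left out of the clustering, the share in spermatocyte-like cells was 0.917%, against 0.916% ± 0.0836 with them. Reads of genes that contain repeat sequence may have been counted on the repeat rows, since the genome was masked, and this stays open, as do differences in RNA content between the classes. The spermatogonium-like value rests on 2 cells of mouse 1 and 4 of mouse 2. BC1_Mm alone had 23605 CPM in these cells, so a single row makes up part of this value.

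The poly-A row held 0.655% of all UMIs and had UMIs in every cell. Tails that take the same share of UMIs in every germ cell group are argued against, because simple repeats, nearly all of them on this row, took 1.90 times as large a share in the highest as in the lowest of the 3 groups in mouse 1 and 1.86 times in mouse 2. The lowest share was in spermatocyte-like cells in both mice, at 0.425% and 0.490%. Tails of transcripts whose length or capture differs between groups, and internal runs of adenine, were not told apart from each other.

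ERVB4_1B-I, an internal sequence of an endogenous retrovirus, had 9318 CPM in Sertoli-like cells (7098 CPM in the 6 cells of mouse 1 and 22499 CPM in the 1 cell of mouse 2) and 3234 CPM in Leydig-like cells (3203 CPM in the 1 cell of mouse 1 and 3241 CPM in the 4 cells of mouse 2), against at most 45.9 CPM in any class of germ cells. A single outlying cell is argued against: all 7 Sertoli-like cells had UMIs of this row, and the lowest had 451 CPM. The level varied up to 24230 CPM between these cells. Whether the UMIs come from 1 locus or many, or from a gene that contains the sequence, cannot be read from a matrix with 1 row per repeat.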

How the results depend on the processing

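Counting the unnamed cluster as spermatocytes or round spermatids and leaving repeat rows out of the clustering were chosen after the data had been seen. Of 146 alternative values for 23 results, 99 stayed the same, 38 moved and 9 reversed direction. Where no reason is given, the cause was not tested.

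The gene filter left all 9 results it applies to the same, as did leaving out doublets for all 19, leaving out transposable elements for all 10, and leaving out repeat rows, which kept the names of 2547 of 2552 cells, for all 9. K = 10 changed none of its 10 values, but it only split 1 Sertoli-like cell from the others and kept all germ cell clusters, so it does not test them. Of the 22 listed markers, 18 were called with the mouse as a block, as without it, so pairing the sums by mouse changed no count. DESeq2 and Leiden clustering each called 17. With 1 mouse no residual degrees of freedom are left, so no calls were made. The markers with their highest CPM in the expected group, another measure, numbered 16 in mouse 1 alone, 15 in mouse 2 alone and 15 in both.

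Over all cells, the correlation of UMI count with mitochondrial percent was positive, and it was negative in both mice by Pearson's coefficient (-0.0885 and -0.0701) and within spermatocyte-like (-0.445 and -0.223), round spermatid-like (-0.360 and -0.156) and elongating or condensing spermatid-like cells (-0.263 and -0.252). That of UMI count with gene count stayed positive and moved to 0.823 and 0.806 by Pearson's coefficient, and to 0.988 and 0.986, 0.983 and 0.983, and 0.856 and 0.843 within the same groups.

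Thinning lowered the difference in genes per cell between the mice to 46.2 and the ratio of genes in pachytene or later spermatocyte-like cells to 1.08. Thinning also lowers the gene count itself, from means of 4273 and 4445 to 2130 and 2177, and as a percentage of the mean the difference went from 3.95% to 2.15%. Medians raised the difference in UMIs to 1313 and gave ratios of 1.15 for UMIs and 1.06 for genes in these cells. Along the ordering, however, the median UMI count was still highest in bin 3, where all cells were of this class. The ratio of UMIs was 1.46 with Leiden clustering and 1.38 with the unnamed cluster counted as spermatocytes. At a threshold of 10%, 4 cells had high mitochondrial percentages instead of 9. Centred on the median, the 6-fold window held 91.2% of cells. Each mouse alone had between 4 and 5 cells above 5%, by construction, and between 92.0% and 92.1% of cells in the window.

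The difference in spermatocyte-like cells was 15.6% for shares and 16.0% with 2000 genes. Counting the unnamed cluster as spermatocytes reversed it, to 6.29% more cells in mouse 2. The shares of X-linked and Y-linked UMIs in that cluster argue against this count. For elongating or condensing spermatid-like cells the difference was 16.7% for shares. The difference in round spermatid-like cells stayed in the same direction, from 28.3% with the unnamed cluster added to 48.6% with Leiden clustering. Leiden clustering found 0 rare populations. The transposable element share of round spermatid-like cells was 0.707% with Leiden clustering and 0.770% with the unnamed cluster added, and that of elongating or condensing spermatid-like cells was 0.200% with Leiden clustering. The difference in cell numbers was not computed for round spermatids with 2000 genes or for spermatocytes with Leiden clustering, because their leading genes held more markers of another class. For the same reason, the transposable element share of 0.769% in the group named round spermatid-like with 2000 genes is not compared as a value of round spermatids. The same limit holds for the share of spermatocytes with Leiden clustering, and the marker counts of these settings rest on the same groups. Both shares are still included in the totals of values that stayed the same or moved.

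The excess of neighbours from the same mouse was 7.18 percentage points with 15 neighbours, 2.97 with 100, 4.41 with 2000 genes and 36.2 with 50 components. The correlation of the pseudotime orderings was 0.873 with 20 components, 0.886 from the other starting cell and 0.9504 for spermatocytes and spermatids only, which also started from the other cell, and between 0.667 without mouse 1 and 0.896 without mouse 2. The ordering without mouse 1 had to start from another cell, since column 924 belongs to mouse 1. With 2 mice, the spread between animals is known only roughly. Populations of 5 to 7 cells limit every value given for them.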

Differences from the paper's values

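The tests and alternatives compared here were set before the data were examined, except the assignments of the unnamed cluster and the limits for naming, which were chosen after seeing the values.

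The paper's correlation of pseudotime ranks between its methods is 0.98. The value found between diffusion pseudotime and the waypoint ordering was 0.913. These are other methods than the paper's. None of the alternatives set before the data were examined came within rounding of the paper's value: 20 components, the other starting cell, spermatocytes and spermatids only (started from that other cell) and each mouse alone all differed, with spermatocytes and spermatids only the closest at 0.9504.

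The paper states a limit that the numbers of each class of spermatocytes and spermatids did not exceed between the replicates. With the clusters rebuilt here, round spermatid-like cells differed by 37.0% of the smaller number and 27.0% of the larger, and spermatocyte-like and elongating or condensing spermatid-like cells by 8.79% and 9.79%. As shares of the cells of each mouse, round spermatid-like cells differed by 28.9%. With the unnamed cluster counted as round spermatids, an assignment chosen after seeing the values, the difference was 28.3% of the smaller and 22.1% of the larger number. The latter lies within the paper's limit. Elongating and condensing spermatids were not separated. Their value of 9.79% pools clusters that differed in opposite directions, by 23.1% and 22.7%.

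The paper places the cells with high mitochondrial percentages in the population identified as Sertoli cells. Of the 9 cells above the threshold, 4 fell in the Sertoli-like cluster, 1 in the Leydig-like and 4 in the early spermatocyte-like cluster. The authors' cell types per cell were not used here.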

Other observations

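All tests of explanations in this part were chosen after the result had been seen, and so was the list of genes more than 2-fold different between the mice. Both mice belong to 1 condition, and no biological explanation was tested.

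*Hbb-bs*, *Hba-a1* and *Hba-a2* had the largest ratios between the mice and were higher in mouse 2. In spermatocyte-like cells of mouse 2, 1 cell held 95.9% of 1694 haemoglobin UMIs, and in elongating or condensing spermatid-like cells 1 cell held 88.4% of 562. Neither cell was called a doublet. RNA of red blood cells in 2 droplets would account for most of these UMIs but not for all of the difference. With the highest cell of each group and mouse left out, 107 haemoglobin UMIs remained in mouse 1 and 240 in mouse 2 over the 3 germ cell groups and the unnamed cluster, and their CPM were 2.04 times as high in mouse 2 (1.62 to 2.58, exact conditional 95% interval for counting error, which treats UMIs as independent). The remainder was higher in mouse 2 in each of the 4 groups, from 1.55 to 2.83 times, and its source stays open.

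*Ybx1* (ENSMUSG00000028639) was 3.62 to 4.62 times as high in mouse 2 as in mouse 1 over the 3 germ cell groups. A few cells with extreme counts are argued against, since no cell held more than 2.56% of the *Ybx1* UMIs of mouse 2 in a group, and 75.7% to 100% of the cells of mouse 2 were above the median of mouse 1. Depth is argued against as well, because UMIs per cell differed at most 1.15-fold between the mice in these groups. A difference between the libraries, and one between the animals, may each be the source, and with 1 library per animal they cannot be separated. *Etnk1* was 1.38 to 4.73 times as high in mouse 2. In all, 38 genes were more than 2-fold different in the same direction in at least 2 groups, of which 33 were higher in mouse 2. The mix of classes within the spermatocyte-like group differed between the mice, which may account for some of these genes. *Ptgds* and *Insl3*, the latter on the Leydig marker list, were among the 5 higher in mouse 1.

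The 4 early spermatocyte-like cells above 5% mitochondrial UMIs came from mouse 2 and had 7295 to 10402 UMIs. RNA of Sertoli cells is argued against, since the 15 Sertoli markers in these cells correspond to a Sertoli share of 1.76%, where their mitochondrial level would need 178%. Doublets are argued against because the largest of their UMI counts lies at 12.6% of the ranks of early spermatocyte-like cells of this mouse. Damaged cells that kept mitochondrial RNA remain open and were not tested by another measure.

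The positive correlation of UMI count and mitochondrial percent over all cells may come from pooling cell classes of different levels. Within the 3 germ cell groups of each mouse the coefficient was negative throughout, the highest being -0.156. Mean mitochondrial percentages ranged from 0.0395% in round spermatid-like to 0.497% in spermatocyte-like cells.

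*Prm1* had UMIs in every cell of every class, at 1286 to 2536 CPM outside elongating or condensing spermatid-like cells and 58560 CPM within them. Free RNA would add a number of UMIs that does not grow with the RNA of the cell. When pachytene or later spermatocyte-like cells were split at their median depth, the deeper ones had on average 3.79 times the UMIs of the shallower ones in mouse 1 and 3.26 times in mouse 2, but 1.71 and 1.54 times the *Prm1* UMIs. This is consistent with free RNA as part of the source.

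Among 13 mitochondrial protein-coding genes, UMIs ranged from 21 for *mt-Nd4l* to 30154 for *mt-Nd1*. Reads shared with nuclear copies, which counting discards, could lower some of them. The 6 genes with an identical nuclear transcript over at least 50% of their 98-nucleotide windows had a median of 699.5 UMIs, against 9692 for the other 7 (two-sided exact permutation test of the mean log10 UMIs, p = 0.142). Of 2 splits tried, the other used the last 300 windows only and gave p = 0.122 by the same exact permutation test. *mt-Co1*, copied over all of these windows, had 10358 UMIs. With 13 genes, the explanation is neither excluded nor shown.

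X-linked genes held 0.146% and 0.139% of UMIs in pachytene or later spermatocyte-like cells of mouse 1 and mouse 2, 0.760% and 0.819% in the unnamed cluster, and 1.31% and 1.34% in round spermatid-like cells. Y-linked genes held 0.00224% and 0.00236%, 0.0572% and 0.0658%, and 0.0771% and 0.0856% in the same order. Early spermatocyte-like cells had 0.232% and 0.140% for X and 0.00342% and 0.00178% for Y. Their X share in mouse 2 was near the 0.139% of pachytene or later spermatocyte-like cells, though higher in mouse 1, so the early class may hold pachytene cells. In elongating or condensing spermatid-like cells, the X share was higher than in round spermatid-like cells and the Y share lower. The larger cluster had 1.76% and 1.72% for X and 0.0103% and 0.00655% for Y. The smaller had 1.73% and 1.80% for X and 0.0367% and 0.0363% for Y.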
